A study of Mus musculus with 20 samples. Its data were reported in "Istradefylline protects from cisplatin-induced nephrotoxicity and peripheral neuropathy while preserving cisplatin antitumor effects" (2022).

How the data were processed

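Gene expression was measured by mRNA sequencing in 20 subcutaneous LLC1 tumors, one library per tumor. LLC1 is a mouse Lewis lung carcinoma cell line. The mice received vehicle, KW6002 (istradefylline, an adenosine receptor antagonist), cisplatin, or cisplatin and KW6002 together, with 5 tumors in each of the 4 groups. Groups and replicate numbers were taken from the sample titles. The title of vehicle replicate 1 differed in form from the other vehicle titles, and all 5 were treated as one group because their replicate numbers run on from 1 to 5.

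The deposited file holds raw counts, that is, whole numbers of reads per Ensembl gene and tumor, and no normalized values. The authors prepared stranded, poly(A)-selected libraries, sequenced single-end reads, aligned them to the mm10 assembly (GRCm38) with STAR, kept uniquely aligned reads and counted them per gene with HTSeq-count in union mode. The labels do not state the strand option. The table listed 35226 genes, of which 35142 had a symbol and a position in the Ensembl annotation. No count column of the table was left unused, and no columns were duplicates of each other. Total counts per tumor ranged from 28.4 to 41 M reads. The reads carried no molecular identifiers, so reads from PCR copies are not independent molecules, and the lower bounds and floors given with the results cover counting error only.

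Differential expression was tested with edgeR version 4.0.16 in R version 4.3.3. Genes were filtered with filterByExpr by group, which retained 16665 genes holding 99.9% of all counts. Libraries were scaled by the trimmed mean of M-values (TMM), and a quasi-likelihood negative binomial model with 4 group means and robust dispersion estimates was fitted to all 20 tumors. A gene was called changed when its Benjamini-Hochberg adjusted P value was under 0.05 and its absolute log2 fold change was at least 0.32, which are the thresholds the study applied to its tumors. Tests were two-sided. The comparisons were KW6002 with vehicle, cisplatin with vehicle, cotreatment with vehicle, cotreatment with cisplatin, cotreatment with KW6002, and the interaction, meaning the effect of KW6002 with cisplatin minus its effect without cisplatin. Values per gene are CPM, the counts divided by the TMM-scaled library size in M reads, given as the mean ± SD of 5 tumors. Log2 CPM used a prior count of 2. A gene with no more than 3 counts in every tumor of a group was set to a floor of 3 counts, and its fold change against vehicle is given as a lower bound.

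To compare the size of the response in both cisplatin arms, genes were chosen by the same thresholds on the mean of the 2 arms against vehicle, which favors neither arm. A total least squares slope through 0 of the log2 fold changes after cotreatment on those after cisplatin was computed, with a 95% interval from 1000 resamplings of tumors within groups. A response score per tumor was the mean log2 CPM of the genes raised minus that of the genes lowered, centered on vehicle. Slope and score were tested by two-sided exact permutation of the 252 arrangements of the 10 cisplatin-treated tumors. Because both arms were compared with the same vehicle tumors, the correlation, shared direction and shared calls were also computed in 20 simulations of unchanged groups that shared their controls.

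In total, 11 lists of genes (DNA replication, S phase, G2 and M phase, DNA repair, chemokines, interferon response, ribosomal proteins, oxidative phosphorylation, p53 targets, export across the plasma membrane, and adenosine receptors and adenosine metabolism) were tested with camera from limma version 3.58.1, using voom values and an estimated correlation between genes, and P values were adjusted over the 66 tests of lists and comparisons. The topics of several of these lists, and the export list, follow annotations the study drew from these same tumors, so they are not independent of them. Marker lists of skeletal muscle, fat, skin epidermis, neutrophils, macrophages, T and natural killer cells, B cells, endothelium, fibroblasts and red blood cells served only to look for RNA of other cells.

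Individual genes were named by a fixed rule. A first set was listed by name (Adora2a, Adora2b, Nt5e, Slc47a1, Abcc2, Abcb1a, Cdkn1a, Mdm2, Mki67, Pcna, Top2a, Ccnd1, Tnf, Il6 and Ccl2). In each comparison the 3 raised and the 3 lowered genes with the smallest adjusted P values were added, provided that they had a symbol, a mean of at least 50 counts over the 20 tumors and, except for the interaction, no overlap between the groups. Genes named outside this rule are identified as such. The groups, comparisons, tests, thresholds, gene lists and naming rule were chosen before the data were examined, as were the alternatives, except for those described as added afterwards.

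The alternatives were DESeq2 version 1.42.0, relative log expression or upper quartile scaling, no filter on low counts, a filter of at least 10 counts in every tumor, no fold limit, a test against the fold limit itself (glmTreat), a fit of only the groups compared, limma voom with sample quality weights, a term for the library code run, a replicate block, both of these terms together, other choices of genes for the slope and the score, a preset correlation of 0.01 in camera, the rotation test fry, and leaving out each tumor in turn. Added after seeing the data were counts drawn down to the smallest library, an offset for gene length and GC content, a term for skeletal muscle markers, and separate code run terms for tumors with and without cisplatin. The code runs were read from the sample names, in which library codes run up to 736 for 8 tumors and start again at 749 for the other 12. The labels do not say what the codes stand for. Random regroupings of the tumors were refitted in the same way, 100 for each comparison. The tumors of the 2 cisplatin arms were also exchanged only within code runs, in all 100 arrangements, and refitted with separate run terms. This test was added last, after 2 earlier tests of the code runs had left them open.

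The procedure was tested on simulated data with the means, dispersions and library sizes of these tumors. Of 200 genes changed by a log2 fold change of 1, 93.0% were recovered, with 5 false calls (2.62% of the calls). The changed genes were drawn without those of lowest mean expression, so recovery was not measured for genes of low counts. A simulated slope of 1.25 was estimated as 1.24. Of the changed genes, 1 had a fitted change of the wrong sign, and 0 called genes did. The test had at first required the right sign of all changed genes. That requirement was limited to called genes after this outcome was seen.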

Results

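Poly(A)-selected RNA was sequenced from 20 LLC1 tumors grown under the skin of mice that received vehicle, KW6002, cisplatin, or cisplatin and KW6002 (cotreatment), with 5 tumors per group. Each tumor gave 1 library of raw read counts per gene. Totals in the vehicle group were 28.8, 29, 30.8, 37.5 and 31 M reads for replicates 1 to 5. In the KW6002 group they were 32, 31.2, 31.4, 31.4 and 28.4 M reads. Cisplatin tumors had 29.8, 39.3, 32.3, 31.9 and 35 M reads, and cotreated tumors had 41, 35.7, 29.4, 35.9 and 31.7 M reads. The group means were 31.4 ± 3.56 M reads for vehicle, 30.8 ± 1.42 M reads for KW6002, 33.7 ± 3.67 M reads for cisplatin and 34.7 ± 4.45 M reads for cotreatment (SD, n = 5). Of 35226 genes in the table, 16665 passed the filter on low counts and were tested. The biological coefficient of variation common to these genes was 0.163.

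Among the 40 pairs of replicates of a group, the lowest Spearman correlation across genes was 0.979. No pair was as close as counting error alone would make repeated libraries of one sample. The first principal component held 32.3% of the variance and separated tumors by cisplatin. Its values lay between -33.4 and -23.5 in vehicle tumors, -38.3 and -17.4 in KW6002 tumors, 18.1 and 27 in cisplatin tumors, and 26.5 and 44 in cotreated tumors. The ranges of the cisplatin and cotreated groups thus overlapped. The second component held 15.5% of the variance, and along it the cisplatin tumors were spread from -33.1 to 48.9.

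**Figure D1:**
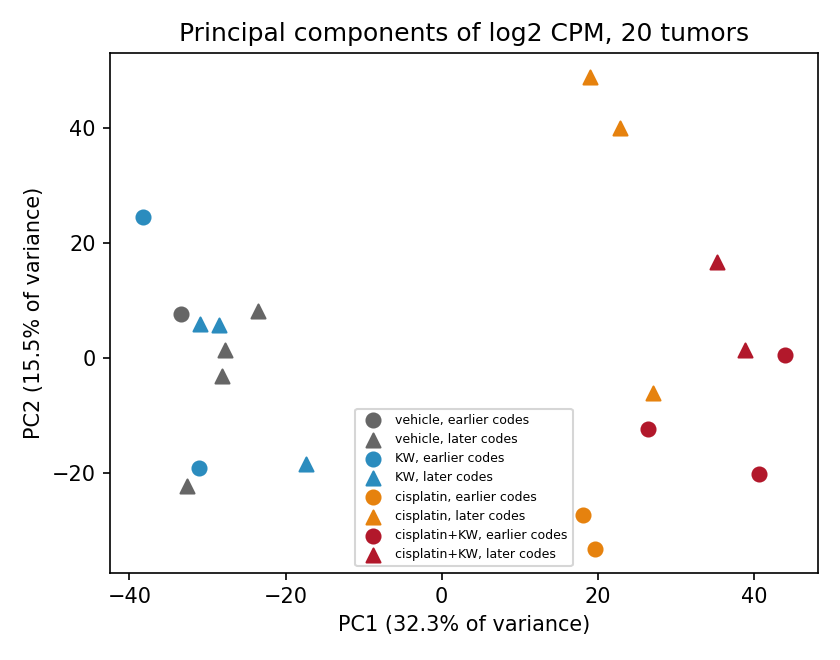
Each point is 1 of the 20 tumors on the first (x axis, 32.3% of variance) and second (y axis, 15.5%) principal components of log2 CPM, colored by group, with circles for earlier and triangles for later library codes. The vehicle and KW6002 tumors all lie below -17 on the first component and the tumors given cisplatin, alone or with KW6002, above 18.

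The library codes in the sample names formed an earlier and a later run, and were examined as a possible batch. The earlier run held 1 vehicle, 2 KW6002, 2 cisplatin and 3 cotreated tumors, and the later run held 4, 3, 3 and 2. When the run was added to the model as a term, 1 gene differed between runs at an adjusted P value under 0.05 in edgeR, and 2226 of 16665 genes had an unadjusted P value under 0.05. The run mattered more among the tumors given cisplatin, alone or with KW6002. Divided by code run, these 10 tumors differed in 1581 genes, which exceeds the 667 genes found when they were divided by KW6002. Counts of changed genes and the response score are therefore also given within runs or with run terms. Gene lists and named genes are given over both runs together unless stated otherwise. The earlier run holds a single vehicle tumor, replicate 1, whose title differs in form from the others. No comparison with vehicle is therefore given for the tumors of that run alone. Separate run terms for tumors with and without cisplatin place comparisons of cisplatin-treated tumors with vehicle at the earlier run. Such fits use all tumors, but rest on that 1 vehicle tumor and on the run difference estimated from tumors without cisplatin.

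To ask whether KW6002 alone altered gene expression in tumors, KW6002 was compared with vehicle. No change was detectable, with 0 of 16665 genes past both thresholds. At an unadjusted P value under 0.05 there were 339 genes, where 833.25 would be expected by chance. The groups did not overlap in 57 genes (0.342%), fewer than the 0.794% that chance gives. The count was also 0 in the later code run, with 254 genes at an unadjusted P value under 0.05, and it was 0 under each alternative tried.

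The effect of cisplatin alone was measured against vehicle. Cisplatin changed 1762 genes, of which 1001 were higher and the rest lower. The groups did not overlap in 1725 genes (10.3%, against 0.794% by chance). The alternative that moved the counts most was a test against the fold limit itself, under which 447 genes remained. With the code run as a term 1853 genes were called, and in the later run alone, with 3 cisplatin and 4 vehicle tumors, 2743. Separate run terms for tumors with and without cisplatin, which give the difference at the earlier run, called 1104. The raised genes with the smallest adjusted P values were Ephx1, Serpine2 and Cd80, and the lowered ones were Hbb-bs, Chsy1 and Peg10. All genes named here and below are annotated as protein coding, and positions are on GRCm38. Ephx1 (ENSMUSG00000038776, chromosome 1, 180976210 to 181020904) rose from 21.1 ± 3.87 CPM in vehicle to 78.5 ± 12.6 CPM in cisplatin tumors (SD, n = 5), a log2 fold change of 1.89 (adjusted P = 4.17e-08, edgeR). Serpine2 (ENSMUSG00000026249, chromosome 1, 79794197 to 79861180) rose from 17.1 ± 2.89 to 62.4 ± 14.1 CPM. Cd80 (ENSMUSG00000075122, chromosome 16, 38455561 to 38496335) rose from 7.34 ± 1.39 to 22.5 ± 3.17 CPM. Peg10 (ENSMUSG00000092035, chromosome 6, 4747306 to 4760517) was lowered from 130.3 ± 6.68 to 57.4 ± 9.35 CPM, with a log2 fold change of -1.18 (adjusted P = 1.08e-06, edgeR). Chsy1 (ENSMUSG00000032640, chromosome 7, 66109515 to 66173798) was lowered from 66.7 ± 1.72 to 48.1 ± 1.12 CPM.

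Hbb-bs (ENSMUSG00000052305, chromosome 7, 103826534 to 103828096), a beta-globin gene of red blood cells, was present in vehicle tumors at 44.5 ± 24.4 CPM (SD, n = 5), with 530 to 2947 counts per tumor, and in KW6002 tumors at 25.7 ± 9.09 CPM. It had at most 2 counts in any tumor given cisplatin. Measured against the floor of 3 counts, it was at least 498.6-fold lower in cisplatin tumors and at least 512.4-fold lower in cotreated tumors. The other red blood cell genes on the marker list were looked at because of this result. Alas2 (ENSMUSG00000025270, chromosome X, 150547375 to 150570638) was at least 40.7-fold lower after cisplatin and 41.9-fold lower after cotreatment. These bounds use the vehicle mean, 3.64 ± 3.08 CPM (SD, n = 5), and vehicle tumors ranged widely, from 44 to 326 counts. Hbb-bt (ENSMUSG00000073940) was at least 107.3-fold and 110.2-fold lower, Hba-a1 (ENSMUSG00000069919) at least 19.96-fold and 20.5-fold lower, and Hba-a2 (ENSMUSG00000069917) at least 15.6-fold and 16-fold lower.

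Cotreated tumors were compared with vehicle in the same way. Cotreatment changed 3914 genes, of which 2175 were higher and 1739 lower. With an offset for gene length and GC content the balance was the other way, with 2022 higher and 2153 lower. The groups did not overlap in 4108 genes (24.7%, against 0.794% by chance). With the code run as a term 3821 genes were called, and with separate run terms, at the earlier run, 3795. Cotreatment thus gave more calls than cisplatin with and without run terms, but fewer in the later run alone (2209 and 2743), where there were 2 cotreated and 3 cisplatin tumors. Apart from Hbb-bs, the genes with the smallest adjusted P values were Angptl7, Ppl and Itga10, which were raised, and Ermp1 and Atp10a, which were lowered. Angptl7 (ENSMUSG00000028989, chromosome 4, 148495183 to 148500460) was measured at 11.7 ± 1.94 CPM in vehicle, 13.9 ± 3.67 CPM in KW6002, 55.8 ± 12.9 CPM in cisplatin and 110.6 ± 20.9 CPM in cotreated tumors (SD, n = 5). Its log2 fold change was 3.25 after cotreatment (adjusted P = 1.06e-08, edgeR) and 2.26 after cisplatin. Ppl (ENSMUSG00000039457, chromosome 16, 5086291 to 5132421) rose from 5.6 ± 1.16 to 50.7 ± 11.9 CPM, and Itga10 (ENSMUSG00000090210, chromosome 3, 96645584 to 96664519) from 7.89 ± 1.37 to 77.9 ± 26.1 CPM. Ermp1 (ENSMUSG00000046324, chromosome 19, 29608214 to 29648415) was lowered from 193.4 ± 4.78 to 98.2 ± 7.90 CPM, a log2 fold change of -0.98 (adjusted P = 1.33e-08, edgeR). Atp10a (ENSMUSG00000025324, chromosome 7, 58656166 to 58829420) was lowered from 81.2 ± 3.25 to 49.9 ± 2.51 CPM.

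**Figure D2:**
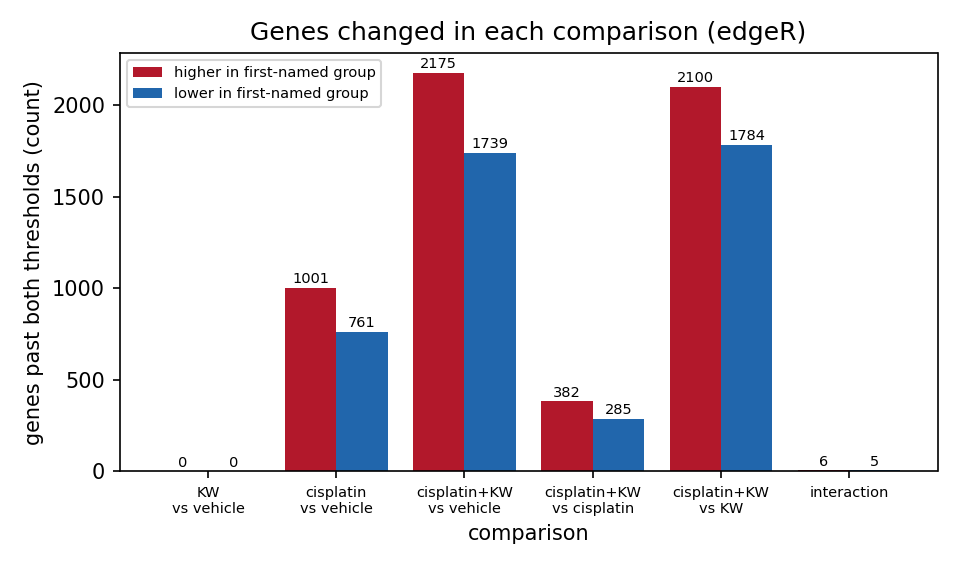
Bars give the number of genes past both thresholds (y axis) that were higher (red) or lower (blue) in the first-named group of each comparison (x axis), in edgeR fits of all 20 tumors. Cotreatment differed from vehicle in 2175 higher and 1739 lower genes and cisplatin in 1001 higher genes.

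**Figure D3:**
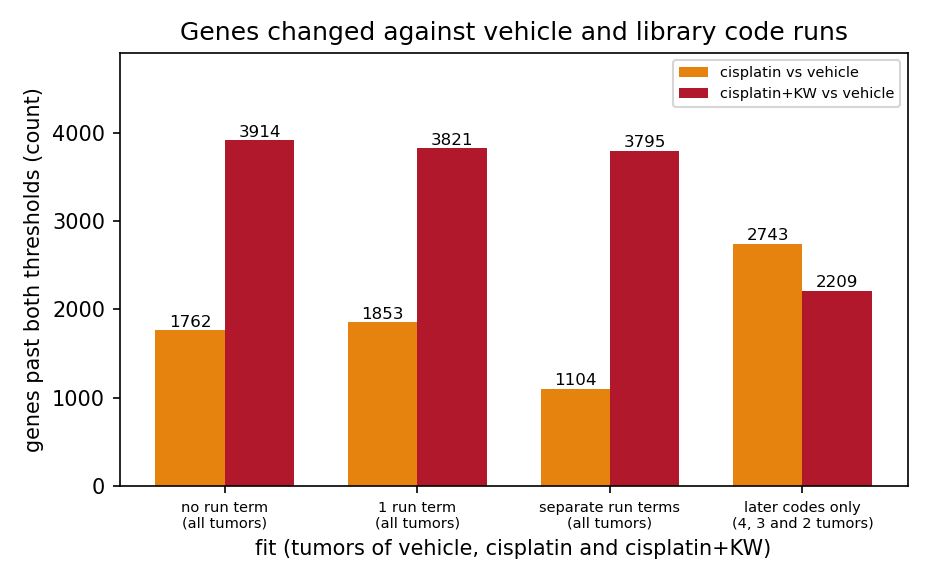
Bars give the number of genes past both thresholds against vehicle (y axis) for cisplatin (orange) and cotreatment (red), in fits of all tumors without a run term, with 1 run term or with separate run terms, and in the tumors of the later library codes alone (x axis). Cotreatment gave more genes in the fits of all tumors (3795 and 1104 with separate run terms), and cisplatin gave more in the later run (2743 and 2209). Separate run terms place the comparison with vehicle at the earlier run, which holds 1 vehicle tumor.

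The lists of genes changed against vehicle were then overlaid. Both arms changed 1448 genes in the same direction and 0 in opposite directions. Under the test against the fold limit itself the shared count was 366. A further 314 genes passed the thresholds only after cisplatin and 2466 only after cotreatment, of which 1335 were higher and 1131 lower. Passing the thresholds in a single arm did not by itself show a difference between the arms. A direct comparison of cotreated with cisplatin tumors called 412 of the 2466 genes (16.7%), and the interaction called 5. Their median absolute log2 fold change was 0.54 after cotreatment, on which they were chosen, and 0.25 after cisplatin. Across all tested genes, which are not independent replicates, the log2 fold changes of both arms correlated with r = 0.842, and 78.5% of genes shared their sign. The shared vehicle tumors alone would give a correlation of 0.514 and 66.9% shared signs (medians of 20 simulations), with no more than 0 shared calls.

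Cotreated tumors were compared directly with cisplatin tumors to ask whether KW6002 altered expression under cisplatin. There were 667 genes past both thresholds, 382 higher and 285 lower, and the groups did not overlap in 805 genes (4.83%, against 0.794% by chance). In 643 of the 667 genes (96.4%), cotreated tumors differed from cisplatin and from vehicle tumors in the same direction. The cotreated tumors enter both differences, so part of this share arises by construction. The count depended on single tumors. It was 289 without cotreated replicate 2, 295 without cotreated replicate 3, 396 without cisplatin replicate 3 and 1013 without cotreated replicate 4. It was 217 when only the 10 tumors of these groups were fitted. With the code run as a term it was 570, and with separate run terms 547. Within the earlier run 287 genes were called, whereas the later run gave 1 gene, with 2206 genes at an unadjusted P value under 0.05. Of the 287 genes, 254 (88.5%) had the same sign in the later run, where 57.3% of all genes shared their sign. Signs of differences in mean log2 CPM gave a share of 89.2% in the later run. In an exact permutation of its labels, 2 of 10 arrangements gave as high a share, and the smallest P value this design allows is 0.1.

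Among the genes with the smallest adjusted P values in this comparison were Stk38, 4930523C07Rik and Gprc5b, which were higher after cotreatment, and Polr1d and Umps, which were lower. Stk38 (ENSMUSG00000024006, chromosome 17, 28970880 to 29007995) was measured at 155.0 ± 9.90 CPM in vehicle, 157.3 ± 9.78 CPM in KW6002, 194.5 ± 10.4 CPM in cisplatin and 344.7 ± 71.7 CPM in cotreated tumors (SD, n = 5). Its log2 fold change between cotreatment and cisplatin was 0.83 (adjusted P = 0.000601, edgeR). 4930523C07Rik (ENSMUSG00000090394, chromosome 1, 160044382 to 160080208) rose from 25.8 ± 3.58 to 44.6 ± 6.70 CPM and Gprc5b (ENSMUSG00000008734, chromosome 7, 118972047 to 118995211) from 52.1 ± 7.09 to 91.8 ± 11.1 CPM. Polr1d (ENSMUSG00000029642, chromosome 5, 147077050 to 147111597) was lowered from 65.6 ± 2 to 47.9 ± 4.41 CPM, a log2 fold change of -0.45 (adjusted P = 0.000645, edgeR), and Umps (ENSMUSG00000022814, chromosome 16, 33954782 to 33967038) from 104.8 ± 4.38 to 77.6 ± 6.39 CPM.

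The effect of cisplatin in the presence of KW6002 was measured by comparing cotreated with KW6002 tumors. It comprised 3884 genes, 2100 higher and 1784 lower (2011 and 2046 with the offset for gene length and GC content), and the groups did not overlap in 4155 genes (24.9%, against 0.794% by chance). Within runs, 3440 genes were called in the earlier and 1654 in the later. The naming rule selected Ppl, Ephx1 and Angptl7 among raised genes and Hbb-bs, Ermp1 and Atp10a among lowered genes, all of which had also been selected in a comparison with vehicle. Their log2 fold changes were 3.09 for Ppl, 1.91 for Ephx1, 2.99 for Angptl7, -0.97 for Ermp1 and -0.69 for Atp10a.

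The interaction asked whether the effect of cisplatin differed with and without KW6002. It was past the thresholds in 11 genes, 6 with a positive and 5 with a negative value, and 2034 genes had an unadjusted P value under 0.05. The 11 genes included Enpp2, Stk38 and 4930523C07Rik with log2 values of 0.77, 0.80 and 0.80, and Psd4 and Arhgap4 with -0.66 and -0.92 (adjusted P between 0.0351 and 0.0391, edgeR). These calls were lost in 8, 14, 14, 12 and 14 of the 20 fits that left out a tumor, in the same order. With a replicate block all of them were lost (adjusted P between 0.0502 and 0.0769, edgeR). Enpp2 (ENSMUSG00000022425, chromosome 15, 54838901 to 54952892) was measured at 123.4 ± 15.3 CPM in vehicle, 112.2 ± 8.98 CPM in KW6002, 96.8 ± 6.84 CPM in cisplatin and 150.1 ± 19.1 CPM in cotreated tumors (SD, n = 5). Arhgap4 (ENSMUSG00000031389, chromosome X, 73891442 to 73921870) was measured at 13 ± 1.26, 16.7 ± 2.38, 9.97 ± 1.26 and 6.80 ± 1.07 CPM in the same groups. Psd4 (ENSMUSG00000026979, chromosome 2, 24367580 to 24414954) was measured at 22.6 ± 1.05, 25.6 ± 2.60, 25.3 ± 2.58 and 18.1 ± 1.53 CPM. The count of interaction genes ranged from 0 to 229 when single tumors were left out, the highest value being without cotreated replicate 4, and was 263 in DESeq2 and 281 in limma voom with sample weights. It was 0 in the later run alone, with 1261 genes at an unadjusted P value under 0.05.

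The size of the response in both arms was compared over 3060 genes chosen on the mean of the arms, 1763 higher and 1297 lower than in vehicle. Log2 fold changes after cotreatment followed those after cisplatin with a slope of 1.29 (95% bootstrap interval, 1.14 to 1.44). The exact permutation P value was 0.00794, which is the smallest that 252 arrangements can give. The response score was 1.27 ± 0.113 in cisplatin and 1.70 ± 0.224 in cotreated tumors (SD, n = 5), with ranges of 1.10 to 1.38 and 1.47 to 2.03 that did not overlap. The difference of 0.43 had an exact permutation P value of 0.00794. The score of KW6002 tumors, 0.07 ± 0.0964, was near that of vehicle tumors (SD 0.0627 around 0). The choice of genes mattered most. With genes chosen from cisplatin against vehicle alone, the slope was 1.13 (exact permutation P = 0.151) and the score difference 0.128 (exact permutation P = 0.373), so neither was distinguished from the spread between tumors. With genes chosen from cotreatment against vehicle alone, they were 1.41 and 0.572. In the earlier run the mean score was 1.24 for cisplatin (n = 2) and 1.75 for cotreatment (n = 3), and in the later run 1.29 (n = 3) and 1.61 (n = 2).

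**Figure D4:**
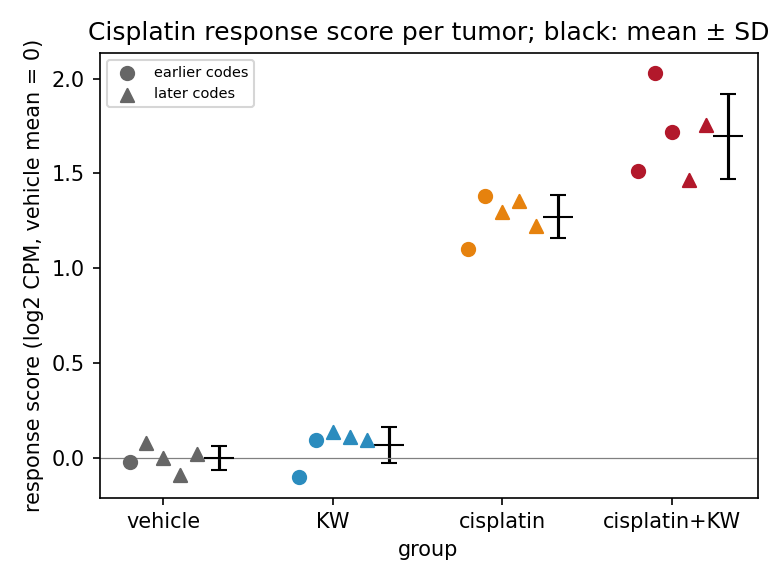
Each point is the response score of 1 tumor (y axis, log2 CPM, vehicle mean at 0), by group (x axis), with circles for earlier and triangles for later library codes and black bars for the mean ± SD of 5 tumors. Cotreated tumors lie between 1.47 and 2.03, above the cisplatin tumors at 1.10 to 1.38.

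Camera was applied to 11 lists of genes in 6 comparisons. With correlations between genes estimated from the data, 0 of the 66 tests had an adjusted P value under 0.05, and the smallest was 0.270. At an unadjusted P value under 0.05 there was 1 list for KW6002 with vehicle, 1 for cisplatin with vehicle, 2 for cotreatment with vehicle, 2 for cotreatment with cisplatin, 2 for cotreatment with KW6002 and 0 for the interaction. With a preset correlation of 0.01 these counts, after adjustment, were 5, 4, 9, 8, 7 and 6. The rotation test fry found 0, 3, 8, 3, 8 and 1. For cisplatin with vehicle, the preset calls that held under fry were S phase, interferon response and p53 targets. For cotreatment with vehicle, DNA replication, S phase, DNA repair, chemokines, interferon response, ribosomal proteins and p53 targets held, and the same lists held for cotreatment with KW6002. For cotreatment with cisplatin, DNA replication, S phase and ribosomal proteins held. For the interaction, only S phase held, and for KW6002 with vehicle no list did. The adenosine list passed fry alone, in both comparisons of cotreatment with tumors that had received no cisplatin.

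Median log2 fold changes of the p53 targets were 0.65 after cisplatin and 0.69 after cotreatment, with 24 and 26 of 35 genes called. Adjusted over the list alone, the counts were also 24 and 26. Between cotreatment and cisplatin the median was 0.05, with 3 genes called. Of the 43 S phase genes, 5 were called lower after cisplatin (median -0.15) and 25 after cotreatment (median -0.37), and 5 and 25 were called when adjusted over the list alone. In the direct comparison 9 were lower (10 adjusted over the list alone), with a median of -0.21. Of the 44 DNA replication genes, 1 and 16 were lower than in vehicle (2 and 18 adjusted over the list alone), and 8 were lower after cotreatment than after cisplatin (8 adjusted over the list alone), with a median of -0.19. Of the 40 interferon response genes, 14 were lower after cisplatin and 35 after cotreatment (24 and 35 adjusted over the list alone), with medians of -0.58 and -1.02. The direct comparison called 1 of them, and 0 adjusted over the list alone. Of 28 tested chemokines, 1 was lower after cisplatin and 12 after cotreatment, where 2 were higher (1 and 15 called adjusted over the list alone). In the direct comparison 7 were lower and 1 higher (11 adjusted over the list alone), with a median of -0.60. Chemokines and interferon response genes also differed by code run, so these pooled medians mix runs. The mean log2 CPM of the chemokines was 2.36 and 2.37 in cisplatin and 2.06 to 2.45 in cotreated tumors of the earlier run, and 2.75 to 3.76 and 2.85 to 2.92 in those of the later run, so the arms overlapped within each run. That of the interferon response genes was 2.56 and 2.90 in cisplatin and 2.34 to 2.74 in cotreated tumors of the earlier run, and 3.29 to 3.57 and 2.83 to 3.24 in those of the later run. Of the 74 DNA repair genes, 5 were lower and 2 higher after cisplatin, and 17 lower and 4 higher after cotreatment (7 and 21 adjusted over the list alone). Of the 54 G2 and M phase genes, 3 were higher after cisplatin, and after cotreatment 12 were lower and 3 higher (3 and 15 adjusted over the list alone). Medians after cotreatment were -0.17 for 79 ribosomal protein genes and -0.09 for 77 oxidative phosphorylation genes. The median of the 8 adenosine genes was -0.31 after cotreatment, with 4 called, and 4 adjusted over the list alone.

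Genes of the drug target and of its ligand were examined by name. Adora2a (ENSMUSG00000020178, chromosome 10, 75316877 to 75334784), which encodes the receptor that KW6002 blocks, had 4 to 48 counts per tumor. It was measured at 0.832 ± 0.173 CPM in vehicle, 0.889 ± 0.342 CPM in KW6002, 0.419 ± 0.276 CPM in cisplatin and 0.364 ± 0.142 CPM in cotreated tumors (SD, n = 5). Its log2 fold change against vehicle was -1.19 after cotreatment (adjusted P = 0.0165, edgeR) and -0.98 after cisplatin (adjusted P = 0.0724, edgeR), and -0.21 between the arms (adjusted P = 0.781, edgeR). The change after cisplatin was past the thresholds, at -1.39, when cisplatin replicate 4 was left out, and the sign of the difference between the arms then reversed to 0.21. Adora2b (ENSMUSG00000018500, chromosome 11, 62248984 to 62266453) was measured at 17.3 ± 2.76, 17.4 ± 2.30, 12.3 ± 1.5 and 8.71 ± 1.54 CPM in the same groups. It was lower after cotreatment than after cisplatin (log2 fold change -0.49, adjusted P = 0.0249, edgeR), although this call was lost in 4 of the 20 fits that left out a tumor, with the smallest value of -0.43 without cisplatin replicate 3. Nt5e (ENSMUSG00000032420, chromosome 9, 88327197 to 88372092) was lower than in vehicle after cisplatin (log2 fold change -0.66) and after cotreatment (-0.53), and did not differ between the arms (adjusted P = 0.627, edgeR).

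Transporters were of interest because export can limit the amount of cisplatin in a cell. Of 22 genes that the study lists under export across the plasma membrane, 20 were in the table, 11 could be tested and 9 fell below the filter. Between cotreatment and cisplatin, 0 of the 11 were called, 0 when adjusted over the list alone and 1 at an unadjusted P value under 0.05. Their log2 fold changes ranged from -0.47 (Rgs9, with a mean of 10.5 counts) to 0.39 (Slc22a18, with 20.75). Slc47a1 (ENSMUSG00000010122) and Abcc2 (ENSMUSG00000025194) had at most 11 and 9 counts in any tumor, so a difference was not detectable at this depth. The paper describes their products as the main known cisplatin efflux transporters, and the 11 tested genes do not include them. Abcb1a (ENSMUSG00000040584, chromosome 5, 8660077 to 8748575) was measured at 11 ± 3.96 CPM in cisplatin and 10.2 ± 0.953 CPM in cotreated tumors (SD, n = 5), within the spread between replicates.

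The p53 targets Cdkn1a and Mdm2 rose with cisplatin alike in both arms. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) was measured at 311.7 ± 57.2 CPM in vehicle, 319.5 ± 44.7 CPM in KW6002, 513.4 ± 51.6 CPM in cisplatin and 530.1 ± 56.1 CPM in cotreated tumors (SD, n = 5). Mdm2 (ENSMUSG00000020184, chromosome 10, 117688875 to 117710758) was measured at 160.7 ± 12.9, 153.0 ± 5.2, 259.9 ± 40.5 and 260.7 ± 21.8 CPM in the same groups. Log2 fold changes between the arms were 0.05 for Cdkn1a and 0.00 for Mdm2, and their signs changed when single tumors were left out.

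The markers of proliferation Mki67, Pcna and Top2a were lower after cotreatment than in vehicle. Ccnd1 was not (log2 fold change -0.03, adjusted P = 0.841, edgeR). Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) was measured at 416.8 ± 46.8 CPM in vehicle, 370.3 ± 30.2 CPM in KW6002, 337.0 ± 28.3 CPM in cisplatin and 274.4 ± 40.6 CPM in cotreated tumors (SD, n = 5), with a log2 fold change of -0.60 after cotreatment (adjusted P = 5.99e-05, edgeR). Log2 fold changes after cotreatment were -0.44 for Pcna (ENSMUSG00000027342, chromosome 2, 132249162 to 132253314) and -0.35 for Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189), both past the thresholds, although the Top2a call was lost in 2 of the 20 fits that left out a tumor, with -0.31 without cotreated replicate 3. Between the arms, log2 fold changes were -0.30 for Mki67, -0.30 for Pcna, -0.20 for Top2a and -0.31 for Ccnd1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925), none past the fold limit with all tumors. Leaving out single tumors took Pcna, Ccnd1 and Mki67 past it in 4, 4 and 2 of 20 fits, at up to -0.35 for Pcna without cotreated replicate 4, -0.36 for Ccnd1 without cisplatin replicate 5 and -0.35 for Mki67 without cotreated replicate 5. With the code run as a term, Ccnd1 passed both thresholds (-0.33, adjusted P = 0.0155, edgeR). Ccnd1 was measured at 448.4 ± 30.2 CPM in vehicle, 545.9 ± 73.0 CPM in cisplatin and 440.2 ± 40.5 CPM in cotreated tumors.

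Cytokine genes were also lower after cotreatment than in vehicle. Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) was measured at 2.83 ± 0.626 CPM in vehicle, 3.42 ± 0.593 CPM in KW6002, 3.05 ± 0.767 CPM in cisplatin and 1.76 ± 0.448 CPM in cotreated tumors (SD, n = 5). It was lower after cotreatment than after cisplatin (log2 fold change -0.80, adjusted P = 0.0249, edgeR), a call lost in 5 of the 20 fits that left out a tumor, with the smallest value of -0.67 without cotreated replicate 2. Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981), with 5 to 77 counts per tumor, had a log2 fold change of -1.88 after cotreatment (adjusted P = 0.00125, edgeR) and -1.12 between the arms (adjusted P = 0.112, edgeR). Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) was measured at 246.4 ± 27.8 CPM in vehicle, 243.5 ± 35.6 CPM in KW6002, 180.5 ± 28.8 CPM in cisplatin and 121.0 ± 37.8 CPM in cotreated tumors, with a log2 fold change of -0.58 between the arms (adjusted P = 0.0520, edgeR). That of Ccl2 was past the thresholds in 3 of the 20 fits that left out a tumor, at up to -0.70 without cotreated replicate 4, and in DESeq2, at -0.57.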

Values the study reported

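The study reported that cisplatin and KW6002 together altered 3,923 genes in LLC1 tumors relative to vehicle, and that cisplatin alone altered 1,801, at an adjusted P value under 0.05 and a log2 fold change of ± 0.32. It described 2,497 genes as changed by the cotreatment only, of which 1,016 were downregulated.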

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

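All tests described in this part were chosen after the results they address had been seen. Samples were checked for values far from the rest of their group by Dixon's ratio, the gap to the nearest tumor divided by the group's range, which exceeds 0.71 by chance in about 1 of 20 groups of 5. Of 239 groups of values tested, 21 exceeded it, where 12 would be expected by chance. Several of the 21 concern the same tumor or related genes and are not independent.

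KW6002 replicate 1 stood apart in 4 measures. Its B cell markers were high (mean log2 CPM 3.96, against -0.14 to 0.62 in the other KW6002 tumors, ratio 0.815), as was Adora2a (log2 CPM 0.64 against -0.49 to -0.21, ratio 0.756). Its p53 targets were low (5.18 against 5.37 to 5.43, ratio 0.755), and so was its response score (-0.10 against 0.10 to 0.14, ratio 0.816). A lower share of tumor cells would raise the markers of every other cell type alike, whereas macrophage markers were lower than in the other KW6002 tumors (median log2 difference -0.258, 2 of 11 higher) and B cell markers were higher by 4.21 (5 of 5). T and natural killer cell markers (2.21, 12 of 12 genes higher) and fat markers (3.41, 9 of 9) were raised with them. Fat markers are not specific to this tumor, however. Their mean log2 CPM was 3.99 here and 3.08 in KW6002 replicate 4, where B cell markers were at 0.62. Other lists moved less, with medians of 0.53 for neutrophils, 0.44 for endothelium, 0.26 for fibroblasts, 0.21 for skin epidermis, -0.39 for red blood cells and -1 for skeletal muscle. The most abundant B cell gene, Ighm, was at 71.7 CPM (at most 9.67 in the other KW6002 tumors), followed by Jchain at 12.8, Pax5 at 11.3, Cd79b at 11.2 and Cd79a at 7.77 CPM. The other KW6002 tumors also had up to 4.90 CPM of Pax5, so that gene is not specific to this tumor. A candidate explanation is lymphoid tissue, possibly with surrounding fat, taken along with the tumor. Whether this also accounts for the p53 targets, the score and Adora2a was not tested. Treatment offers no explanation, since the other 4 tumors received KW6002 too.

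Skeletal muscle markers were high in vehicle replicate 3 (mean log2 CPM 1.95 against -1.59 to -1.40, ratio 0.946) and in KW6002 replicate 5 (3.84 against -1.52 to -0.86, ratio 0.877), and fat markers in vehicle replicate 2 (5.06 against -1.33 to -0.09, ratio 0.805). Muscle markers were as high in several tumors given cisplatin, where no single tumor stood apart, at 3.19, 3.73 and 3.40 in cisplatin replicates 1, 3 and 5, and at 2.33 and 5.93, the highest of all, in cotreated replicates 3 and 4. Endothelial markers were high in vehicle replicate 3 (4.36 against 3.8 to 3.95, ratio 0.721). Tumors grown under the skin may carry varying amounts of neighboring tissue. With the muscle markers as a term, 587 genes differed between cotreatment and cisplatin, 581 of them among the 667 called without it, so muscle RNA was not the whole cause of that difference. No biological explanation was tested.

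Totals were high in vehicle replicate 4 (37.5 M reads against 28.8 to 31, ratio 0.754) and low in KW6002 replicate 5 (28.4 against 31.2 to 32, ratio 0.775). Vehicle replicate 2 had low means of the S phase list (log2 CPM 5.81 against 5.93 to 5.97, ratio 0.711) and of the G2 and M phase list (6.41 against 6.55 to 6.58, ratio 0.818), which are related lists, and it was also the vehicle tumor with high fat markers. KW6002 replicate 2 was low in the export list (2.28 against 2.49 to 2.57, ratio 0.721). No explanation of these was tested.

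Single genes stood apart in single tumors. Adora2a was low in cotreated replicate 2 (log2 CPM -2.54 against -1.08 to -0.99, ratio 0.942), where it had 4 counts. Nt5e was high in cisplatin replicate 1 (3.39 against 2.93 to 2.99, ratio 0.871), Top2a was high in cisplatin replicate 2 (9.36 against 9.05 to 9.13, ratio 0.758), Mki67 was low in cisplatin replicate 3 (8.18 against 8.41 to 8.49, ratio 0.75), Il6 was high in cisplatin replicate 5 (0.53 against -0.997 to -0.57, ratio 0.718), and Atp10a was high in KW6002 replicate 3 (6.38 against 6.31 to 6.33, ratio 0.722). Hba-a2 in cotreated replicate 2 and Alas2 in cotreated replicate 5 had a ratio of 1 because the other 4 tumors of the group had 0 counts. The tumors in question had 3 and 2 counts, which lie within the floor of 3 counts.

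The effect of KW6002 differed with and without cisplatin in 11 genes. Regroupings of the tumors were refitted to see how often as many genes arise. In the first draw 6 of 100 splits gave at least 11 genes, the real one included, and in a second draw 2 of 100 did. Counting each split once, both draws gave 7 of 199 (3.52%). The first draw was the deciding one, and by it chance arrangements of the tumors could give such a count. The second draw was made only because the calculation was divided to shorten it, and the share lies near 5% in either case. Those draws took no account of the code runs. With separate run terms and cisplatin-treated tumors exchanged only within runs, the real arrangement gave 26 genes. The highest count among the other arrangements was 4. This argues against chance exchange of these tumors within runs, but vehicle and KW6002 tumors were left in place in that test. The tests therefore do not all give the same answer. DESeq2 gave 263 interaction genes and leaving out single tumors gave 0 to 229, so the number of such genes is not settled by these data. Whether KW6002 acts differently in cisplatin-treated tumors remains open as the biological explanation.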

How the results depend on the processing

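Apart from fits that left out 1 tumor, 155 values of the comparisons were recomputed under alternatives, and 118 kept their direction and side of the threshold, stayed within 1.5 times the reported count or, for the slope and score with a replicate block, where no P value under 0.05 is possible, moved by less than their spread. Another 35 counts moved by more, and 2 values were weaker. KW6002 with vehicle gave 0 genes under every alternative run, with between 111 and 1049 genes at an unadjusted P value under 0.05. The fold limit mattered for all comparisons in which cisplatin was given. Without it the counts were 2752 for cisplatin with vehicle, 5906 for cotreatment with vehicle, 1086 for cotreatment with cisplatin, 5837 for cotreatment with KW6002 and 2343 for genes shared by both arms. The excess of higher genes was then gone, with 2949 higher and 2957 lower for cotreatment with vehicle and 2898 and 2939 for cotreatment with KW6002. For cisplatin with vehicle it was nearly gone, with 1379 and 1373. A test against the limit itself (glmTreat) gave 447, 1658, 28, 1763 and 366, and 0 interaction genes, with 598 at an unadjusted P value under 0.05. The first alternative calls more genes and the second fewer by construction.

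Cotreatment with cisplatin gave 667 genes as reported, 217 when only these 10 tumors were fitted, where there are fewer tumors from which to estimate the spread, and 1023 in limma voom with sample quality weights. The interaction, with 11 genes as reported, gave 263 in DESeq2, 281 in limma voom with sample quality weights, 21 without a filter on low counts, 39 with at least 10 counts in every tumor (14048 genes tested) and 17 with the code run as a term. For the limma voom, DESeq2 and code run results the cause was not tested. Relative log expression and upper quartile scaling moved no count by more than 1.5 times, and under them the median log2 fold change of all tested genes lay between -0.02 and 0.01.

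Choosing the genes from cisplatin against vehicle alone gave a slope of 1.13 (exact permutation P = 0.151) and a score difference of 0.128 (exact permutation P = 0.373), both weaker than reported. Choosing on one arm favors that arm, since chance differences of its tumors enter the choice, and the opposite choice gave 1.41 and 0.572. The slope and score lay between 1.245 and 1.37, and between 0.395 and 0.462, under the alternatives that kept the symmetric choice.

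Set tests depended on how correlation between genes was treated in camera and on which test was used. Camera with the preset correlation gave 5, 4, 9, 8, 7 and 6 lists for KW6002 with vehicle, cisplatin with vehicle, cotreatment with vehicle, with cisplatin and with KW6002, and the interaction. For the same comparisons fry gave 0, 3, 8, 3, 8 and 1, against 0 throughout in camera with the estimated correlation. Unlike camera, fry asks whether a list changes at all, not whether it changes more than other genes. These counts therefore answer different questions. The estimated correlations, up to 0.633 for the interferon response, exceed the preset value of 0.01, which makes the preset test more liberal.

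Of the alternatives chosen after seeing the data, counts drawn down to the smallest library gave 1693 genes for cisplatin with vehicle and 3780 for cotreatment with vehicle. An offset for gene length and GC content gave 40 interaction genes and moved no other count by more than 1.5 times. It did reverse the balance of higher and lower genes, with 2022 higher and 2153 lower for cotreatment with vehicle, 356 and 363 for cotreatment with cisplatin, and 2011 and 2046 for cotreatment with KW6002. The muscle term moved none by more than that. Separate code run terms for tumors with and without cisplatin gave 1104 genes for cisplatin with vehicle and 26 for the interaction. The count for cisplatin with vehicle is for the difference at the earlier run and not for both runs together. The vehicle group holds 1 tumor of the earlier run, which limits this fit. For the interaction the cause was not tested.

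Replicate numbers are shared between groups, but over all groups tumors of the same number were no more alike than others. Over 30 pairs their mean correlation of deviations from the group means was -0.00713, and 12 pairs exceeded 0.1, while pairs of different numbers averaged 0.00161. Between cisplatin and cotreated tumors alone, the 5 pairs ranged from -0.163 to 0.226, with 4 of 5 above 0.1 and a mean of 0.12, against -0.0314 for the other 20 pairs. A replicate block, which tests such pairing, gave 0 genes for KW6002 with vehicle, 1610 and 3769 for cisplatin and cotreatment with vehicle, 584 for cotreatment with cisplatin, 3768 for cotreatment with KW6002 and 0 for the interaction (1899 at an unadjusted P value under 0.05). With the block the slope was 1.3 and the score difference 0.436, each with an exact permutation P value of 0.0625, above 0.05 but the smallest that exchange within 5 pairs can give. The replicate block and code run together gave 332 genes for cotreatment with cisplatin and 0 for the interaction (1912 at an unadjusted P value under 0.05). Both leave fewer degrees of freedom. The loss of calls with a replicate block therefore says nothing of a smaller effect.

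Leaving out each tumor in turn gave 1379 to 2067 genes for cisplatin with vehicle, 3327 to 4063 for cotreatment with vehicle, 3289 to 4058 for cotreatment with KW6002 and 1167 to 1525 shared genes, all within 1.5 times. Cotreatment with cisplatin ranged from 289 genes without cotreated replicate 2 to 1013 without cotreated replicate 4, and the interaction from 0, without vehicle replicate 2 among others, to 229 without cotreated replicate 4. The slope ranged from 1.22 to 1.39 and the score difference from 0.325 to 0.523, with exact permutation P values of at most 0.0317. KW6002 with vehicle and the lists stayed at 0.

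Named genes were followed in 69 gene and comparison pairs over 1656 alternative values, of which 1531 were unchanged, 86 weaker, 25 stronger and 14 reversed. The reversed values were of small changes that had passed no threshold. Mdm2 between the arms was at -0.002091 with the code run as a term and ranged from -0.0592 to 0.0716 when tumors were left out. The ranges for the same comparison were -0.37 to 0.21 for Adora2a, -0.0153 to 0.25 for Nt5e, -0.23 to 0.11 for Abcb1a and -0.0176 to 0.0945 for Cdkn1a. Ccnd1 in cotreated tumors against vehicle ranged from -0.0713 to 0.026. Depth limits Adora2a, with 4 to 48 counts per tumor, and left Slc47a1 and Abcc2 untested.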

Other observations

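In this part 3 tests were fixed before their results were seen, namely the counts at equal numbers of tumors, the share of signs carried over between runs and the glucocorticoid list, and all other tests were chosen afterwards, with the arrangements of tumors within runs added last, when the first 2 of these tests had left the code runs open and the counts with run terms were known.

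For each count of changed genes, 100 splits of the same tumors into groups of the same sizes were refitted, the real split included. The real split was the only one to give as many genes (1 of 100) for cisplatin with vehicle, for cotreatment with vehicle, for cotreatment with KW6002 and for the shared genes (also 1 of 100). For KW6002 with vehicle all 100 splits gave as many genes, since the count was 0 (339 at an unadjusted P value under 0.05). For cotreatment with cisplatin 2 of 100 splits gave as many genes. The other one, with 1581 genes, was the split of the 10 tumors by library code run. Within the earlier run 287 genes were called in this comparison and within the later run 1 gene (2206 at an unadjusted P value under 0.05).

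The effect of the code run among tumors given cisplatin was examined further. Between runs, 1215 genes differed in tumors with cisplatin (5 and 5 tumors), and 0 in tumors without it (3 and 7 tumors, 772 genes at an unadjusted P value under 0.05). The run effect differed between tumors with and without cisplatin in 302 genes, which argues against a library difference common to all tumors of a run. What stays open is a difference between runs that acts through cisplatin, such as the dosing, the mice or the time of sampling. The labels give none of these, and no biological explanation was tested.

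Cotreatment gave 2152 more genes against vehicle than cisplatin did. Of 100 splits of the 10 tumors given cisplatin, 1, the real one, gave as large a difference, although the next gave 2064. Of 199 splits that also regrouped the vehicle and KW6002 tumors, 3 did, the real one included, and the largest difference among the others was 2343, so a difference of this size is rare but not unique to the real groups. Library size was not the cause, since at equal totals cotreatment still gave 3780 genes and cisplatin 1693. The tests of the code runs as a cause of this difference did not all give the same answer. At equal numbers of tumors in the later run, with 2 cisplatin and 2 cotreated tumors, cotreatment gave more genes in 2 of 3 choices of the cisplatin tumors (1186 against 2178 genes without cisplatin replicate 4, 2106 against 2169 without replicate 5, and 3552 against 2444 without replicate 3). All tumors of the later run gave 2209 genes for cotreatment and 2743 for cisplatin. Within the later run alone, with so few tumors, run and treatment cannot be told apart for the counts. With all tumors and the run as a term, cotreatment gave 3821 genes and cisplatin 1853. Separate run terms, which place the comparison with vehicle at the earlier run, gave 3795 and 1104, a difference of 2691. When the cisplatin-treated tumors were exchanged only within runs, 1 of 100 arrangements, the real one, gave as large a difference under separate run terms, and the next gave 2366. This argues against the code runs as the whole cause of the difference in counts at the earlier run, and it does not address the later run. A part of the difference due to the runs stays open. The response score was less affected. With separate run terms and permutation within runs, its difference was 0.462, with an exact permutation P value of 0.01, the smallest that 100 arrangements can give. The code runs are therefore an unlikely cause of the higher score. The score depends on how its genes are chosen, however, and was 0.128 with genes chosen from cisplatin with vehicle alone.

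Further technical explanations were weighed for the 667 genes that differed between cotreatment and cisplatin. With an offset for gene length and GC content 719 genes were called, 563 of the 667 among them, and with a term for muscle markers 587, with 581 of the 667, so neither trend was the whole cause. For the code runs, 88.5% of the genes called in the earlier run had the same sign in the later run, against 57.3% of all genes. By differences in mean log2 CPM the share was 89.2%, and it was as high in 2 of 10 arrangements of the later tumors, and the smallest P value such a small group can give is 0.1. By the carry-over of signs alone, run and treatment cannot be told apart, and the later run alone gave 1 gene. With all tumors, 570 genes were called with the run as a term and 547 with separate run terms. Exchanging tumors only within runs, 1 of 100 arrangements, the real one, gave as many genes under separate run terms, and the next gave 191, which argues against the code runs as the whole cause. An effect of KW6002 on cisplatin-treated tumors stays among the open explanations.

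Among the genes raised in this comparison were Fkbp5 and Pik3r1, known targets of glucocorticoids, noticed after their values had been seen. Fkbp5 (ENSMUSG00000024222) was at 323.1 ± 44.9 CPM in cisplatin and 668.1 ± 152 CPM in cotreated tumors (SD, n = 5), with 191.0 ± 30.2 CPM in vehicle and 189.8 ± 22.1 CPM in KW6002 tumors. A list of 13 other glucocorticoid targets, written before it was tested, was higher in 11 of 13 genes after cotreatment than after cisplatin (median log2 fold change 0.34). Of these genes 4 were called, and 6 when adjusted over the list alone. Camera with an estimated correlation gave P = 0.0407 and fry P = 0.00214, each unadjusted and outside the family of 66 tests. The mean difference was 1.10 in the earlier and 0.378 in the later run. A stronger glucocorticoid response, for example from stress of the animals, may contribute to the difference between the arms. The idea came from these same tumors, the camera P value is close to 0.05, and no hormone measurement was analysed here, so it stays a hypothesis.

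Transcripts of red blood cells were at or below 3 counts in every tumor given cisplatin, alone or with KW6002. Reads shared between near-identical globin genes are not the explanation, since Alas2, which has no such copy, was at least 40.7-fold lower after cisplatin. That bound uses a vehicle mean from tumors that varied widely. The lowest vehicle tumor still had 44 counts of Alas2, against at most 2 in any tumor given cisplatin. Endothelial markers fell in 9 of 9 genes, but by a median log2 of -0.894, far less than the red cell genes, so fewer blood vessels alone do not account for it. Neutrophil markers changed by a median of -0.31, with 7 of 9 genes lower. Their mean log2 CPM differed by run, at 2.07 to 2.35 in cisplatin-treated tumors of the earlier run and 2.39 to 3.49 in those of the later run. Tumors without cisplatin were at 3.13 to 4.16, so the median understates the decrease in the earlier run. The code runs are not the cause, because the 5 genes were near 0 in both, with a highest count of 3 in the earlier and 2 in the later run. What stays open is a loss of red cell precursors or young red cells, which carry these transcripts, after cisplatin. Cisplatin is toxic to bone marrow, but blood was not analysed here and this was not tested.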
